# An Atlas of Thyroid Hormone Receptors’ Target Genes in Mouse Tissues

**DOI:** 10.3390/ijms231911444

**Published:** 2022-09-28

**Authors:** Yanis Zekri, Romain Guyot, Frédéric Flamant

**Keywords:** thyroid hormone receptors, RNA-seq, ChIP-seq, atlas, target genes

## Abstract

We gathered available RNA-seq and ChIP-seq data in a single database to better characterize the target genes of thyroid hormone receptors in several cell types. This database can serve as a resource to analyze the mode of action of thyroid hormone (T3). Additionally, it is an easy-to-use and convenient tool to obtain information on specific genes regarding T3 regulation or to extract large gene lists of interest according to the users’ criteria. Overall, this atlas is a unique compilation of recent sequencing data focusing on T3, its receptors, modes of action, targets and roles, which may benefit researchers within the field. A preliminary analysis indicates extensive variations in the repertoire of target genes where transcription is upregulated by chromatin-bound nuclear receptors. Although it has a major influence, chromatin accessibility is not the only parameter that determines the cellular selectivity of the hormonal response.

## 1. Introduction

Thyroid hormone (3,3′,5-triiodo-L-thyronine or T3) exerts a broad influence on vertebrate development and adult physiology. It is notably known to trigger the metamorphosis of frogs and fish [1]. During mammalian development, it is required for proper brain maturation and bone growth and becomes a main regulator of energy metabolism in adults. At the cellular level, T3 often stimulates differentiation [2,3,4,5] and mitochondrial metabolism [6].

T3 exerts its influence by binding to the nuclear receptors TRα1, TRβ1 and TRβ2 (collectively TR) encoded by the two genes *Thra* and *Thrb* [7]. TR act as heterodimers with other nuclear receptors, mainly RXR. They bind to specific thyroid response elements (TREs) constituted by doublets of the AGGTCA half-site (DR4 elements) [8] present in the regulatory sequences of genes, where transcription is upregulated on T3 binding [9]. Although both *Thra* and *Thrb* genes have distinct expression patterns, all cell types express at least one of the two genes and are thus potentially T3 responsive. However, it seems that T3 activates the transcription of various genes in different cell types, which explains why it exerts different physiological influences depending on the tissue. The molecular basis for the cell type specificity of the T3 response is currently unclear.

Due to the broad influence of T3 on gene expression in many cell types, an inventory of the TR target genes should enlighten us on many important developmental and physiological functions. This represents, however, a tremendous task. A previous compilation of genome-wide expression analyses, mainly based on microarray analyses, identified only a few genes, which were regulated by T3 in several cell types or tissues [10]. Since this early attempt, several novel studies have been performed on mice. Both RNA-seq and ChIP-seq analyses have been used to better characterize TR target genes in several cell types or tissues. We present here an atlas of the currently available datasets, which can be used as a novel resource to explore the many functions of T3 and from which we try to extract general conclusions on T3 signaling.

## 2. Results

### 2.1. Definition of TR Target Genes

T3 alters gene expression in exposed cells both directly, by binding the chromatin-bound TR, and indirectly, because TR target genes can encode transcription regulators, which rapidly generate a secondary response. Unraveling these two overlapping processes is difficult, although this can be done in vitro with a translation inhibitor [11,12,13]. Here, we will use two simple criteria to define TR target genes:

(1) Genes that are upregulated after T3 treatment of hypothyroid mice. Initial T3 depletion is important because some genes are more sensitive to it than to an excess of T3 [14]. Hypothyroidism is obtained most of the time by pharmacological means with at least two weeks of treatment with propyl-thio-uracyl (PTU) or methimazole (MMI). In vitro, serum used for cell cultures should be depleted of T3. When a time-course analysis is performed, a rapid response, within hours, is a good indication that the transcriptional activation is a direct consequence of TR-mediated regulation;
(2) Regulatory sequences are occupied by either TRα1 or TRβ1/2, as evidenced by immunoprecipitation of chromatin. Until now, the difficulty of raising high-quality antibodies against TR, which are not abundant proteins, has limited the production of ChIP-seq datasets for the liver [15,16]. This technical limitation is now commonly circumvented by using tagged receptors, for which several transgenic mice have been produced [17,18]. The availability of a ‘floxed’ construct [19] allows us to address chromatin occupancy by TRα1 in a single cell type within a heterogeneous tissue.

### 2.2. Presentation of the Atlas

Table 1 shows all mouse datasets that are currently available in the literature to our knowledge, linking transcriptome (RNA-seq) and cistrome (ChIP-seq) data to facilitate the identification of TR target genes. We excluded data obtained on cell lines, and included data obtained from primary cell cultures. Overall, we collected eight RNA-seq datasets accounting for different brain and non-brain tissues, covering cell types of very different functions and embryonic origins. It is worth noting that these datasets emerge from different protocols, using: (1) mice of different ages, (2) submitted to different hypothyroidism procedures or no procedures, (3) treated for different periods and with different doses of thyroid hormone and (4) with thyroid hormone administrated in different manners. These differences undoubtedly trigger responses of very different magnitudes, making quantitative comparisons between tissues difficult.

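The brown adipose tissue (BAT) dataset came from mice made hypothyroid with PTU in the food for 2 weeks, followed by a single intraperitoneal injection of thyroid hormone (T3 at 20 μg/mL and T4 at 200 μg/mL, as Table 1 gives the doses). BAT was collected 3, 6, 12 or 24 h after the injection and compared with that of PTU-fed control mice. Table 1 gives an age of 8 weeks, and the sample labels give 8 to 12 weeks. Each of these 5 groups had 4 mice, and every mouse was sequenced as a separate library prepared from Trizol-extracted RNA with a total RNA kit. The authors aligned the reads with the GRCm38 genome using Bowtie, eliminated reads with an alignment quality inferior to 10, and deposited the number of reads that htseqcount assigned to each gene, as raw counts without normalization. Between 7805938 and 14615534 reads per mouse were assigned to genes. The median was 12714331 reads in the controls, 13077354 at 3 h, 12528198 at 6 h, 10824886 at 12 h and 10921749 at 24 h. Mitochondrial genes took 51.7% ± 3.44 (SD, n = 4) of the counts in the controls, 48.7% ± 2.39 (SD, n = 4) at 3 h, 46.7% ± 2.04 (SD, n = 4) at 6 h, 50.7% ± 1.05 (SD, n = 4) at 12 h and 45.9% ± 4.93 (SD, n = 4) at 24 h. Counts were normalized for library size by the TMM method of edgeR and averaged over the mice of a group. Of the 55341 genes listed, the 13003 with a mean normalized count above 10 over the 20 mice were tested. Each time point was compared with the controls by the quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment and a threshold of 0.05, and without a threshold for the log2 fold change.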

We also collected seven ChIP-seq datasets, including two for GABAergic neurons at different developmental stages and three for the liver. Some of these datasets display different thyroid statuses, allowing us to study the consequences of T3 binding to TRs on chromatin occupancy.

To avoid bias, we reanalyzed all datasets using a homogeneous analytical pipeline for sequence mapping and counting of gene coverage. Further details are presented in the Methods section. Finally, all these data were combined into a single atlas (Table S1), where one can find expression and chromatin-occupancy data for each gene. A tutorial has been added to the atlas in a dedicated worksheet to help the reader with its use.

### 2.3. Differentially Expressed Genes

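In the BAT, 663 genes were upregulated and 532 downregulated 3 h after T3 treatment. The numbers were 1579 and 1417 at 6 h, 1769 and 1577 at 12 h, and 2239 and 2013 at 24 h. All time points were compared with the same controls, and the time of day of the collection is not stated. A part of the genes called, at 6 h and 12 h above all, could therefore follow the time of day. Before adjustment for multiple tests, 3244 genes had a p-value under 0.05 at 3 h, where chance alone would give 650.2. With DESeq2, 728 genes were upregulated and 615 downregulated at 3 h. The 3 h result moved most when a single control mouse (B3) was left out, which left 399 upregulated and 285 downregulated genes. At 3 h, 185 upregulated and 124 downregulated genes changed at least 2-fold, against 681 and 488 at 24 h.

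Among the genes with a mean normalized count above 50 and no overlap between treated and control mice, the largest increases at 3 h were those of Slco4a1 and Gm32468. Slco4a1, which lies on chromosome 2 of GRCm38 from 180456245 to 180474867, rose from 2.62 ± 1.00 normalized counts (SD, n = 4) to 142 ± 69.6 (SD, n = 4). This is a log2 fold change of 5.67 (standard error 0.40, adjusted p = 4.89e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm32468, a long intergenic RNA gene on chromosome 10 from 93084206 to 93093727, had at most 2 counts in any control mouse. Its mean count was at least 7.35-fold higher than a floor of 3 counts at 3 h and at least 321-fold higher at 24 h. The mean of Gm32468 at 3 h was 22.1 ± 17.5 normalized counts (SD, n = 4), with mice between 5.74 and 46.6. Its log2 fold change at 3 h, fitted without this floor and so of uncertain size, was between 3.67 and 4.78 across the 8 fits that each left out one mouse. At 24 h, 9030619P08Rik was at least 70.9-fold higher than the same floor. It is annotated as a transcribed pseudogene on chromosome 15 from 75427606 to 75431829, so its counts are uncertain because they could include reads of a related gene.

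The largest decreases at 3 h were those of Ddit4l and Pik3r1. Ddit4l fell by 2.73 on the log2 scale (standard error 0.54, edgeR's adjusted p = 0.00262) and at 24 h was not distinguishable from the controls, with a log2 fold change of 0.35 (standard error 0.45, edgeR's adjusted p = 0.581). Its log2 fold change was -1.39 at 6 h and -2.14 at 12 h. This course, with a return at 24 h, could also follow the time of day of the collection. Pik3r1 fell by 2.54 on the log2 scale (standard error 0.37, edgeR's adjusted p = 0.000147). At 24 h, the largest decreases were those of B3galt2 and Gpat3. B3galt2 went from 2900.4 ± 651 normalized counts (SD, n = 4) to 144 ± 60.8 (SD, n = 4), although one control mouse, at 3867, lay apart from the others, which were between 2443 and 2656. B3galt2 lies on chromosome 1 from 143640664 to 143654614, inside Cdc73 on the opposite strand, and the paper's text does not name the strand setting of the counting. Gpat3, on chromosome 5 from 100845713 to 100899102, went from 419 ± 79.4 normalized counts (SD, n = 4) to 21.6 ± 11.0 (SD, n = 4).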

Differential gene expression analysis identified thousands of genes where the expression level is modified, either in vivo or in vitro, after T3 treatment (Table S1). 

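Taken over the 4 time points, 6100 genes of the BAT, or 46.9% of those tested, were called at one time point or more. DESeq2 called 5815 genes, and 5704 genes were called by both tools. When each of the 20 mice was left out in turn, the number of genes called by edgeR was between 4861 and 6265. For a treated mouse, only the calls of its own time point were made anew, and those of the other time points were kept. Of the genes upregulated at 3 h, 530 (79.9%) were also upregulated at 6 h, 472 (71.2%) at 12 h and 497 (75.0%) at 24 h. Of the genes downregulated at 3 h, 403 (75.8%) were also downregulated at 6 h, 334 (62.8%) at 12 h and 331 (62.2%) at 24 h. In all, 410 genes were upregulated and 235 downregulated at every time point. At 24 h, 751 upregulated and 824 downregulated genes had not been called in that direction earlier. Only 46 genes were called upregulated at one time point and downregulated at another.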

The number of differentially expressed genes (DEGs) varies extensively from one cell population to the next (Figure 1A). This suggests that different cell types display different sensitivities to T3. According to Table S1, this feature cannot simply be explained by variations in the expression of *Thra* and *Thrb*. It is worth noting that the different protocols used may also explain this difference. 

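In the BAT of hypothyroid control mice, Thra had 349 ± 49.9 normalized counts (SD, n = 4) and Thrb had 449 ± 27.8 (SD, n = 4). Thra lies on chromosome 11 of GRCm38 from 98740638 to 98769006, and Thrb on chromosome 14 from 17660261 to 18038090. The counts of Thra were between 288 and 402 in the 4 mice, and those of Thrb between 417 and 479, so that every mouse had a count of Thrb higher than the highest count of Thra. Normalized counts are not corrected for the length of the transcripts, and these levels are therefore not a ratio of the receptors' RNA. The other cell populations were not analysed here.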

In particular, as mice were not made hypothyroid prior to T3 treatment, the effects on the muscle transcriptome are less visible.

The vast majority of DEGs are not shared by the different cell types (Figure 1B). To the well-known *Hr* gene [24], which encodes the HAIRLESS transcription cofactor, one can add *Desi1, Trp53ind* and *Stat5a* as genes upregulated in most, if not all, cell types (Figure 1C). 

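In the BAT, each of these genes had its expression increased at all the time points. Hr, located on chromosome 14 of GRCm38 from 70552212 to 70573548, had 12.9 ± 3.79 normalized counts (SD, n = 4) in hypothyroid mice and 153 ± 54.4 (SD, n = 4) after 3 h. Its log2 fold change was 3.57 at 3 h (standard error 0.31, adjusted p = 1.33e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 3.27 at 6 h, 3.59 at 12 h and 4.57 at 24 h. Left out in turn, the 8 mice compared at 3 h gave a log2 fold change between 3.33 and 3.74 for Hr. Desi1, on chromosome 15 from 81992523 to 82033862, had 91.1 ± 19.6 normalized counts (SD, n = 4) in hypothyroid mice and 217 ± 55.0 (SD, n = 4) after 3 h, a log2 fold change of 1.24 (standard error 0.25, edgeR's adjusted p = 0.00277). Desi1 shares its whole length with Xrcc6 on the opposite strand, so its counts are uncertain. Trp53inp2 (Trp53ind in the text), on chromosome 2 from 155381059 to 155389850, had 3299 ± 753 normalized counts (SD, n = 4) in hypothyroid mice and 4775 ± 473 (SD, n = 4) after 3 h. Its log2 fold change was 0.53 at 3 h (standard error 0.14, edgeR's adjusted p = 0.0193) and 0.97 at 24 h (standard error 0.14, edgeR's adjusted p = 2.09e-05). The 3 h change of Trp53inp2 was no longer past the threshold in 3 of the 8 fits that each left out one mouse, where edgeR's adjusted p was at most 0.0773. Stat5a, on chromosome 11 from 100859351 to 100885169, had 317 ± 49.0 normalized counts (SD, n = 4) in hypothyroid mice and 708 ± 153 (SD, n = 4) after 3 h. Its log2 fold change was 1.16 at 3 h (standard error 0.15, edgeR's adjusted p = 2.72e-05) and 0.84 at 24 h (standard error 0.15, edgeR's adjusted p = 0.000154). Stat5a and Stat3 overlap by 72 bases on opposite strands.

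**Figure D1:**
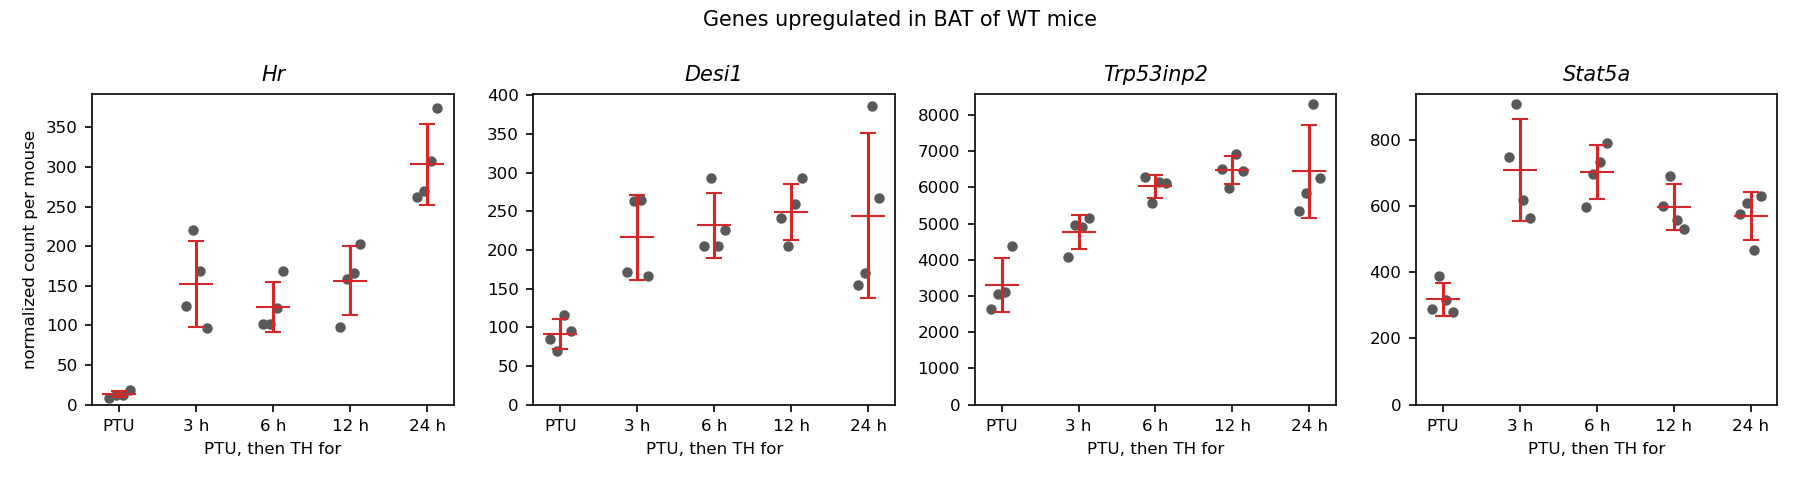
Normalized counts of Hr, Desi1, Trp53inp2 and Stat5a (vertical axes, from 0) in BAT of PTU-fed mice and 3, 6, 12 and 24 h after thyroid hormone (horizontal axes), with one point per mouse and the mean ± SD of 4 mice in red. For Hr, the hypothyroid mice lie between 8.54 and 17.8 and the mice at 24 h between 263 and 375.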

*Stat5a*, which encodes a member of the STAT family of transcription factors, raises interesting possibilities for cross-talk between T3 signaling and other signaling pathways, which remain to be explored. While no genes were repressed by T3 in all cell types, we still identified a set of genes with this recurrent pattern. 

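Of the genes that Fig. 1C lists for this pattern, Pgrmc1, Maged2 and Acot1 had their lowest adjusted p-values at 24 h, 12 h and 24 h in the BAT. Pgrmc1, on chromosome X of GRCm38 from 36598206 to 36606079, had 1642 ± 224 normalized counts (SD, n = 4) in hypothyroid mice and 803 ± 87.5 (SD, n = 4) at 24 h. It fell by 1.03 on the log2 scale (standard error 0.13, adjusted p = 3.07e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 3 h, the log2 fold change of Pgrmc1 was -0.41 (standard error 0.13, edgeR's adjusted p = 0.0446), and 7 of the 8 fits that each left out one mouse no longer passed the threshold. One hypothyroid mouse (B4), at 1306, lay apart from the others, which were between 1744 and 1762. Maged2, on chromosome X from 150806370 to 150814345, went from 36.6 ± 9.07 normalized counts (SD, n = 4) in hypothyroid mice to 13.3 ± 3.09 (SD, n = 4) at 12 h, a log2 fold change of -1.48 (standard error 0.25, edgeR's adjusted p = 0.000179). Its decrease at 3 h was not distinguishable from the spread between mice (edgeR's adjusted p = 0.452). Acot1, on chromosome 12 from 84009490 to 84018371, went from 75.2 ± 12.3 normalized counts (SD, n = 4) to 9.82 ± 14.5 (SD, n = 4) at 24 h, a log2 fold change of -2.86 (standard error 0.62, edgeR's adjusted p = 0.00128). One mouse at 24 h (B27), with 31.6 normalized counts, lay apart from the other mice, which were between 1.69 and 3.58. Acot1 did not pass the threshold at the earlier time points. Its reads could be shared with paralogs, so its counts are uncertain.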

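In the BAT, Thra had 298 ± 41.8 normalized counts (SD, n = 4) at 3 h, 264 ± 24.5 (SD, n = 4) at 6 h, 235 ± 24.6 (SD, n = 4) at 12 h and 268 ± 26.4 (SD, n = 4) at 24 h. Against the hypothyroid mice, its log2 fold change at 12 h was -0.57 (standard error 0.12, adjusted p = 0.00162 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -0.40 at 6 h (standard error 0.12, edgeR's adjusted p = 0.0202) and -0.38 at 24 h (standard error 0.12, edgeR's adjusted p = 0.0211). At each of these last time points, 3 of the 8 fits that left out one mouse no longer passed the threshold. The decrease of Thra at 3 h, by 0.23 on the log2 scale, was not distinguishable from the spread between mice (standard error 0.12, edgeR's adjusted p = 0.248). At 12 h one mouse (B21), at 271, lay apart from the others, which were between 217 and 226. The end of Thra overlaps by 1075 bases with Nr1d1, a gene of the circadian clock on the opposite strand, so that the counts of Thra are uncertain to the extent of the reads in this stretch.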

Interestingly, it included *Thra* itself, which might provide a molecular basis for a negative feedback loop. Therefore, we looked more precisely at *Thra* and *Thrb* regulation and observed that *Thrb* had the opposite trend (Figure 1D), although not as pronounced as in metamorphosing amphibians [25].

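In the BAT, Thrb had 365 ± 8.99 normalized counts (SD, n = 4) at 3 h, 401 ± 51.4 (SD, n = 4) at 6 h, 505 ± 87.3 (SD, n = 4) at 12 h and 527 ± 41.3 (SD, n = 4) at 24 h. Its log2 fold change was -0.30 at 3 h (standard error 0.11, adjusted p = 0.100 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.17 at 6 h (standard error 0.11, edgeR's adjusted p = 0.2998). It was 0.17 at 12 h (standard error 0.11, edgeR's adjusted p = 0.295) and 0.23 at 24 h (standard error 0.11, edgeR's adjusted p = 0.126). None of these changes passed the threshold, with all the mice or with any one mouse left out. The difference between the changes of Thra and Thrb was not tested.

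**Figure D2:**
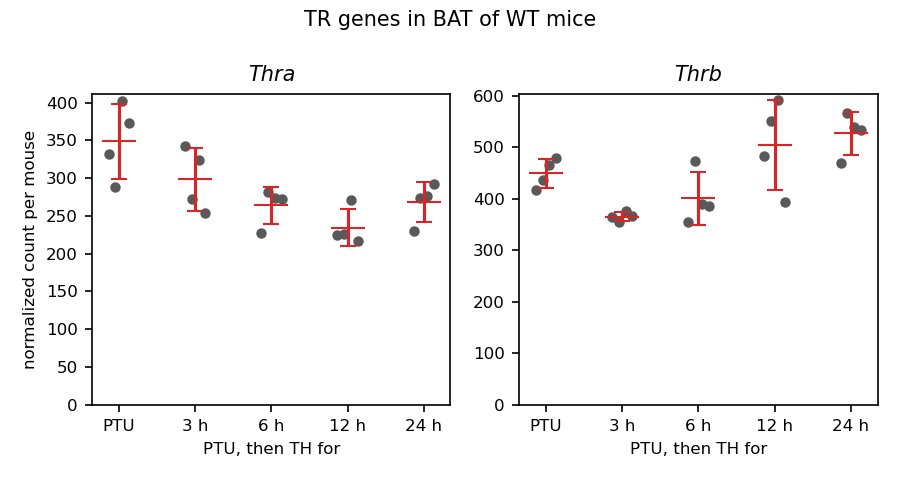
Normalized counts of Thra and Thrb (vertical axes, from 0) in BAT of PTU-fed mice and 3, 6, 12 and 24 h after thyroid hormone (horizontal axes), with one point per mouse and the mean ± SD of 4 mice in red. The mice at 24 h lie between 230.5 and 292 for Thra and between 469 and 567 for Thrb.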

Since the T3 response of cells outside the brain is thought to be mainly metabolic, while neural cells’ T3 response is described as mainly relevant to terminal differentiation and maturation, we analyzed the five datasets separately, excluding brain tissues. Although they shared a higher fraction of DEG (Figure 1E), the overlap between the sets of DEG remained limited. We used gene ontology to identify biological functions enriched in these cell types and found a significant enrichment for several gene sets (Figure 1F). While the categories ‘lipid homeostasis’ and ‘mitochondria translation’ were expected, other elements were more surprising, notably those suggesting immune infiltration. In general, this analysis indicates that different cell types show very different responses to T3, with some similarities when only the responses of cell types outside the brain are considered.

### 2.4. Chromatin Occupancy by TR

The number of TR binding sites (TRBS) in the chromatin identified by ChIP-seq analysis is highly variable (Figure 2A), which might reflect either technical variations or a genuine influence of the cellular environment on chromatin occupancy. The fact that three studies address TR occupancy in the liver, in which the T3 response is almost exclusively mediated by TRβ1, allows us to identify the technical sources of this variability. The overexpression of tagged TRβ1 by an adenovirus vector [23] greatly helps in the detection of chromatin occupancy sites, but probably facilitates the binding of the receptor to chromatin. In particular, it erases the influence of T3 on chromatin accessibility, which is observed in the two other liver studies. In addition, it drastically increases the mean number of peaks within the same gene. In the following, we will favor the study that uses transgenic mice with a tagged TRβ1 [18] because it takes advantage of the tagging of TRβ1 to produce high-quality data without taking the risk of generating artificial occupancy by overexpression.

The common way to combine transcriptome and cistrome data is to set an arbitrary distance between the TRBS and the transcription start site (TSS). The gene is then called a TR target gene if its expression is T3 responsive and if a TRBS is present within the interval given by this threshold distance. Different studies vary in the definition of this distance, which results from a compromise: a long distance will produce more false positives, while a small distance will increase the rate of false negatives. For our novel analysis, we calculated the fraction of T3-responsive genes that possess a TRBS depending on the distance choice (Figure 2B). We concluded that a 30 kb distance was a good compromise. Intriguingly, the distribution of the TRBS with respect to the TSS is not symmetrical, and the fact that they are more frequent downstream to the TSS is, at first sight, counterintuitive (Figure 2C). Accordingly, a large fraction of the TRBS is found in introns (Figure 2D).

ChIP-seq does not only capture the direct association of proteins to DNA but also the indirect connections mediated by protein–protein interactions, also called “protein tethering”. Motif analysis can be viewed as a way to better identify all the binding proteins and also to define consensus sequences for each protein that binds to chromatin. We performed a de novo motif search in each dataset and the results were remarkably similar. A single consensus sequence was detected, which corresponds to the so-called DR4 element (Figure 2E). The association of the TRα1/RXRα heterodimer with this element has previously been analyzed in great detail by X-ray crystallography [26]. TR occupies the downstream half-site, while RXR binds to the 5′ half-site. The sequence of the four nucleotides’ spacer is less precisely defined, but the last two nucleotides also establish contact with TR. Depending on the statistical threshold for similarity, the detection of the consensus sequence in TRBS varies. Using a file compiling all the DR4 in the mouse genome (Table S2), we found DR4 elements in only 10–25% of the identified TRBS (Figure 2F), which leaves open the possibility for other modes of association of TR with chromatin.

Thus, DR4-like elements occupied by TR represent only a few thousand of the 70,394 DR4-like elements present in the mouse genome. This highlights that chromatin accessibility is an important factor, which governs the occupancy of DR4 elements by TR. Accordingly, within the same genomic location, we can observe very different patterns (Figure 2G). Some TRBS will be detected only in non-brain tissues, with the underlying absence of a DR4 site. Some TRBS will be unique, with or without the presence of a DR4, while some DR4 will be present in unoccupied sites.

### 2.5. Evolution of Chromatin Occupancy during Cell Differentiation and after T3 Treatment

The previous analysis outlines striking differences in chromatin occupancy among cell types. The available ChIP-seq datasets allow us to better understand the source of these variations. In particular, the analysis of chromatin occupancy in GABAergic neurons of the striatum has been performed using the same protocol at two different stages of life: juvenile, when neuronal circuits are still immature, and adult. The number of TRBS is much higher in adults, suggesting better accessibility of putative binding sites. However, this is not the only parameter that evolves with time, because some TRBS are also lost during striatum maturation (Figure 3A). The fact that TRBS-containing DR4 represents a smaller fraction among TRBS gained in adulthood raises an interesting possibility: it could reflect the assembly of multiprotein complexes containing TRα1. These would contact chromatin at several different points and thus produce several TRBS. In fact, it is frequently observed that T3-responsive genes often contain more than one TRBS, among which a single DR4 element is present.

We also address the influence of T3 on chromatin occupancy, a question that was previously investigated in depth in liver studies [18,21]. In the liver, T3 increases the number of TRBS, and this is not due to an induction of *Thrb* expression. Again, some TRBS are lost, while others are gained soon after T3 treatment (Figure 3B). The enlargement of the cistrome after T3 treatment is unlikely to become a general rule as an opposite trend is found in brown adipocytes, although this conclusion relies on a single dataset.

### 2.6. Combination of Transcriptome and Cistrome Data

RNA-seq indicates that an equivalent number of genes are downregulated or upregulated after T3 treatment (Figure 4A), which might lead researchers to question the idea that liganded TR are only transcription activators. 

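In the BAT, 3120 genes were upregulated and 3026 downregulated at one time point or more, so that 50.8% of these calls were increases. Upregulated genes made up 55.5% of the genes called at 3 h, 52.7% at 6 h, 52.9% at 12 h and 52.7% at 24 h. Restricting the calls to an absolute log2 fold change of at least 1 moved the share over all time points to 52.6%. The median absolute log2 fold change at 3 h was 0.73 for the upregulated genes and 0.67 for the downregulated genes, and at 24 h it was 0.74 and 0.66. The paper remarks that such numbers might lead to the question of whether liganded TR act as transcription activators only.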

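The calls in the BAT were combined with the TRBS positions that the paper lists in Table S1 for brown adipocytes, of which the part that could be read here holds 1225 genes with a BAT entry. This part lists first the genes upregulated in many tissues, and is not a random sample of the regulated genes. The paper kept in this table only genes regulated in some tissue. The genes never called in the BAT are therefore a selected reference, and do not stand for genes insensitive to T3 in general. Among the genes upregulated at 3 h, 201 of 326 (61.7%) had a TRBS listed before or after T3 treatment. Among the genes that were tested and never called, this was the case for 51 of 140 (36.4%), an odds ratio of 2.80 (Fisher's exact test, two-sided, p = 6.07e-07). The share was 54.8% for the genes upregulated at 6 h, 55.3% at 12 h and 51.3% at 24 h, where the odds ratio was 1.84 (Fisher's exact test, two-sided, p = 0.00131). With the TRBS found after T3 treatment alone, the share at 3 h was 55.5%, the alternative definition of a TRBS that moved it most. The genes are not independent replicates, and the p-values were not adjusted for the 10 groups of genes compared.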

Nonetheless, 45% of genes upregulated in the BAT after 3 h of T3 possess a TRBS within 30 kb of the TSS, a proportion that falls to 35% over time, certainly due to the accumulation of indirect regulations. However, this is the case for less than 10% of downregulated genes, a proportion similar to genes insensitive to T3 (Figure 4B). This suggests that the negative regulation of gene expression is not directly mediated by liganded TR and could be secondary, for example, to the upregulation of genes encoding transcription repressors.

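In the same part of Table S1, few genes were downregulated in the BAT, which limits what can be compared. A TRBS was listed for 2 of the 8 genes downregulated at 3 h (25.0%), and for 5 of the 21 downregulated at 24 h (23.8%). Taken over the time points, 7 of the 31 genes that were downregulated and never upregulated had one (22.6%). This share was not distinguishable from that of the genes never called, with an odds ratio of 0.51 (Fisher's exact test, two-sided, p = 0.208). Those genes are the same selected reference, regulated in some tissue, so this comparison does not cover genes insensitive to T3 in general. From the low share of downregulated genes with a TRBS, similar to that of insensitive genes, the paper proposes that negative regulation is not directly mediated by liganded TR and could be secondary to the upregulation of transcription repressors.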

A large fraction of the TRBS was not located next to T3 responsive genes, which can garner three nonexclusive explanations. (1) First, it could be the result of chromatin folding that enables TR to act at a very long distance, as other nuclear receptors do [27]. (2) Another possibility is that a large fraction of TRBS is not functional, reflecting a mode of association of TR with DNA that does not allow for the recruitment of transcription coactivators. This could eventually result from the labile interaction of TR with low-affinity DNA-binding motifs, as recently suggested by in vitro assays [28]. (3) Finally, the cellular context may be determinant, and cell-specific coactivators may be involved in converting T3 binding to chromatin-associated TR into transcription activation. To better consider this last possibility, we focused the analysis on the TRBS shared by the four available tissues (Figure 4C). These 101 shared TRBS (Figure 4D) are located next to 92 genes, and 40% of them contain DR4 elements, a ratio above the average frequency. However, only two of these genes are T3 responsive in the analyzed cell types (Figure 4E). This evidences that TR binding is necessary but not sufficient for T3 transactivation, and that cell-specific parameters are involved in converting TR binding to transcriptional activation.

## 3. Discussion

The present study addresses the mechanisms of T3-mediated transactivation by gathering and analyzing in a uniform manner the currently available datasets. This article outlines how different cell types respond to T3 stimulation in very different ways. The overlap between the repertoires of TR target genes in different cell types remains limited, even for cell types in which T3 activates energy metabolism and mitochondrial functions, such as cardiomyocytes, hepatocytes and adipocytes.

We can speculate that this variability also occurs within each tissue. Indeed, the T3 response analyzed at the whole organ level results from the combination of the T3 responses of several cell types, which might generate confusion in data interpretation. For example, adipocytes are only 50% of cells found in white adipose tissue, and their high heterogeneity is only just starting to be understood [29]. The use of single-cell methods for the T3 response could provide information on which target genes are regulated by which cell subtypes, as already seen with other hormones [30].

Chromatin occupancy is a crucial criterion in our definition of TR target genes, to eliminate genes most likely regulated indirectly. Obviously, classical chromatin immunoprecipitation only provides a one-dimensional picture of the binding sites, forcing us to choose an interval distance within which we can attribute a T3-sensitive gene to a TRBS. Despite our efforts to estimate the best compromise, we may have missed active TRBS due to this limitation. The growing use of methods considering the two-dimensional conformation of chromatin may overcome these problems [31,32,33].

Previous in vitro studies have identified non-DR4 consensus sequences capable of mediating T3/TR/RXR binding and transactivation, called ER6 (everted repeats with a six-nucleotide spacer) and IR0 (inverted repeats half-site without spacer) [34]. This was previously denied by diverse studies [20,35]. Here, the combined analyses of multiple datasets identified DR4 as the unique consensus motif significantly enriched, which raises some doubts about the physiological relevance of the non-DR4 binding sites for T3-mediated transactivation.

Overall, this global analysis outlines a basic problem that should be addressed in further research: the genome contains more than 70,000 DR4-like sequences, which are putative TRBS. Among these, only a few thousand are actually occupied by TR, according to ChIP-seq analysis. Thousands of genes are proximal to these TRBS, but the transcription of only a few hundred of these is upregulated by T3. This suggests that only a fraction of chromatin-bound TR converts T3 binding to transcriptional activation. In the following, we consider promising approaches to overcome the current limitations of the RNA-seq/ChIP-seq, which should allow us to tackle this research area.

(1) Many TR target genes encode extracellular proteins: growth factors, neurotrophins, etc. Therefore, in a tissue, the cellular response to these factors is difficult to separate from a direct, cell-autonomous response to T3. This has been notably exemplified in the brain, where interaction between neighboring cell types is a common theme [20,36]. In mice, the availability of *Thra* and *Thrb* “floxed” alleles enables us to address this point. TR target genes are expected to be downregulated when the T3 response is selectively blocked in the cell type considered. This provides an additional and useful criterion to define TR target genes [20,37];
(2) Cross-species comparisons among mammals or vertebrates could outline gene regulations that are the most relevant for the conserved function of T3. Only a few attempts have been made in this direction, but the regulation of *Klf9* by TR is clearly conserved between mammals and amphibians [38] and crucial for neuronal maturation [39];
(3) Other genomic assays are required to address the influence of chromatin remodeling on cistrome and define the consequences of TR binding, especially on histone tail modifications [40]. This should help to address the possibility that there are many “silent TRBS”;
(4) The development of high-throughput functional assays is needed to demonstrate the ability of TRBS to mediate T3 transactivation. Recently, a proof of principle has been obtained that the so-called synthetic STARR-seq approach can address this question in vitro [28].

In conclusion, we compiled in a single database of sequencing data on the T3 response and TR occupancy in several tissues. This collection sheds new light and opens up a discussion on several mechanistic aspects of TR signaling including TR-mediated repression, hormonal-dependent chromatin occupancy and the nature of TRE. More importantly, this atlas represents a highly valuable tool that may be useful for the entire thyroid hormone community. It can be used to quickly obtain information on specific genes with regard to T3 regulation or TR binding, or to extract a larger list of genes of interest. For example, the list of direct TR target genes in neurons was recently used to screen the effects of around 300 chemicals on thyroid signaling in order to identify and test in vitro the most active compounds in silico [41]. Thus, this atlas is a quickly accessible, easy handling resource to study the thyroid hormone target genes, their function and potential disruption in mice.

## 4. Materials and Methods

### 4.1. Transcriptome Analysis

Raw data were downloaded from the Gene Expression Omnibus. Their accession numbers are listed in Table 1. Sequence reads were aligned with the GRCm38 (mm10) reference genome using Bowtie with the default setup (Galaxy version 2.2.6.2). Reads with an alignment quality inferior to 10 were eliminated. The number of reads assigned to each gene was calculated using htseqcount (Galaxy version 0.6.1galaxy3). Finally, differential analysis of gene expression was performed with DESeq2 (R package version 1.34.0). Differentially expressed genes (DEG) were defined as genes with a mean average expression > 10 and an adjusted *p*-value < 0.05. No threshold was used for the log_2_ fold-change. Using these parameters, genes upregulated were marked with U, downregulated with D, not sensitive to T3 with N and not expressed with NA. For time-course analyses of the T3 response, each timepoint was compared with the control samples prepared from either hypothyroid or euthyroid mice. Importantly, only genes that were regulated in at least one tissue were kept in the atlas. Gene ontology analysis was carried out using the Gene Ontology Resource (http://geneontology.org) (accessed on 23 June 2022).

### 4.2. Cistrome Analysis

Raw data were downloaded from the Gene Expression Omnibus. Their accession numbers are listed in Table 1. Sequence reads were aligned with the GRCm38 (mm10) reference genome using Bowtie with the default setup (Galaxy version 2.2.6.2). MACS (Galaxy version 2.1.1.20160309.0) was used for peak calling, and peaks with a score inferior to 60 were filtered out. Genes within 30 kb of peaks were called out using GREAT (http://great.stanford.edu/public/html/) (accessed on 23 June 2022). According to our estimations (Figure 2B), this distance maximizes the ratio of T3-responsive genes, without excluding genes that have been well-characterized as TRα1 target genes, such as *Klf9* or *Hr* [42]. Bigwig files were obtained by converting the Bedgraph files from MACS2 with the Wig/BedGraph-to-bigWig converter (Galaxy version 1.1.1). Peaks were visualized by uploading Bigwig files to the Integrative Genome Viewer (2.12.3). The distribution of distances of TRBS around TSS, as well as the distribution of TRBS in the genome, were evaluated using PAVIS (https://manticore.niehs.nih.gov/pavis2/) (accessed on 24 June 2022).

A de novo motif search was performed by submitting filtered peaks to the MEME-ChIP program (MEME Suite v5.4.1 https://meme-suite.org/meme/) (accessed on 24 June 2022) [43] looking for motifs of between 6 and 20 nucleotides. Only motifs with a *p*-value < 0.05 were conserved. To estimate the proportion of TRBS that possesses a DR4, we crossed our datasets with a BED file of the more than 70,000 DR4 present in the genome (Table S2). Table S2 was built using FIMO from the normalized probability matrix produced by MEME-ChIP [44].

## Figures and Tables

**Figure 1:**
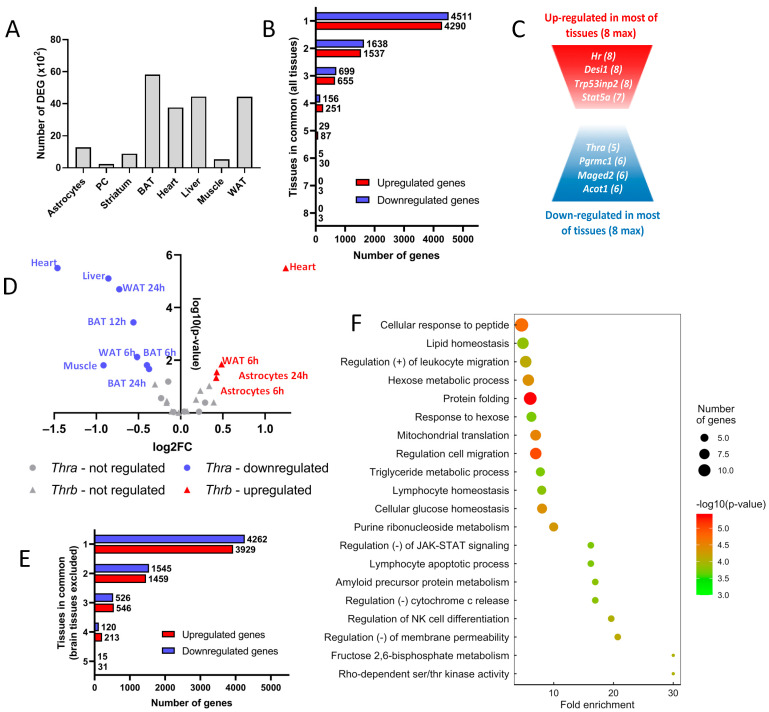
Thyroid hormone regulates the expression of tissue-specific genes. (**A**) Number of differentially expressed genes (DEG, ×10^2^) in available tissues. (**B**) Number of genes up- or downregulated shared between tissues. Genes were classified into eight categories, depending on the number of tissues within which they were regulated. (**C**) Schematic representation of the up- and downregulated genes shared among tissues. (**D**) Regulation of *Thra* (circle) and *Thrb* (triangle) by thyroid hormone. Log_2_ fold-change and statistical significance were plotted for each time point of each tissue. When the regulation was significant (that is, when the −log_10_ *p*-value > 1.3, which means the *p*-value < 0.05), tissues within which *Thra* or *Thrb* were up- or downregulated were colored red and blue, respectively. The name of the tissue and the time point of the kinetics were attributed to each point. (**E**) Number of genes up- or downregulated among tissues, excluding brain tissues. Genes were classified into five categories, depending on the number of tissues within which they were regulated. (**F**) Gene ontology dot plot of the genes upregulated in at least four of the five non-brain tissues. Some of the terms were shortened to increase the readability without affecting the meaning.

**Figure 2:**
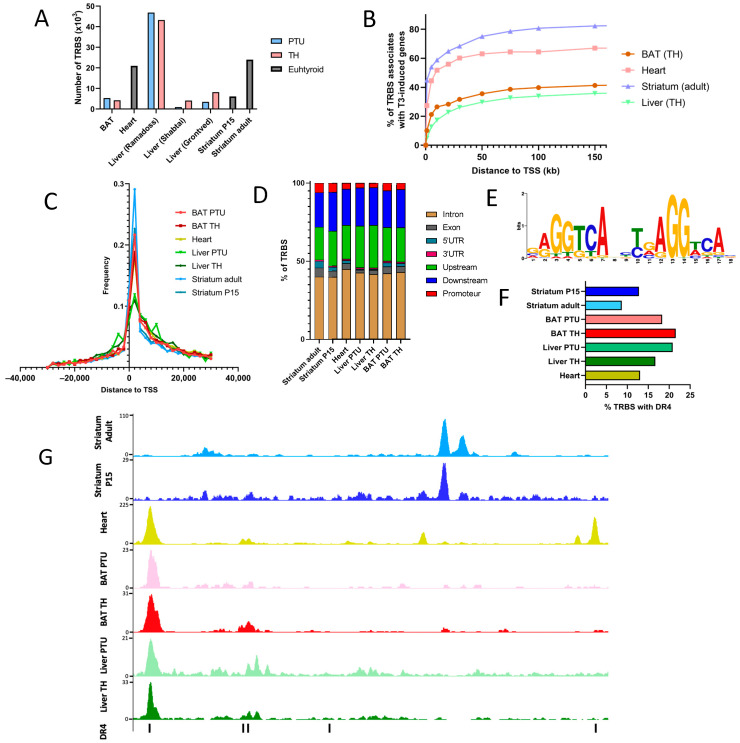
TR chromatin occupancy. (**A**) Number of TR binding sites (TRBS) in each of the available tissues. The different thyroid statuses are indicated by a color code (blue: hypothyroid by exposure to PTU, pink: TH injection, grey: euthyroid). (**B**) Percentage of genes upregulated by T3 that possess a TRBS depending on the distance (in kilobase) chosen to attribute a TRBS to a gene. We generally observed three phases: a very high enrichment of T3 induced when considering TRBS within 10 kb, a high enrichment for TRBS within 30 kb and a plateau above 50 kb. Thus, we chose 30 kb as a distance to attribute a TRBS to a gene, as a compromise to maximize the number of TR target genes while minimizing false positives. (**C**) Frequency of TRBS relative to their distance from the transcription starting site (TSS). (**D**) Distribution of TRBS in different gene regions. (**E**) Consensus sequence identified by a de novo motif search in brown adipocytes. All available tissues display a similar DR4 element to the top enriched motif. (**F**) Percentage of TRBS that possess a DR4. (**G**) Extract of the Integrative Genome Viewer (IGV) in the promoting region of *Hcn2*. Each tissue is represented by a different color, and DR4 elements are represented by black vertical lines at the bottom of the IGV shot.

**Figure 3:**
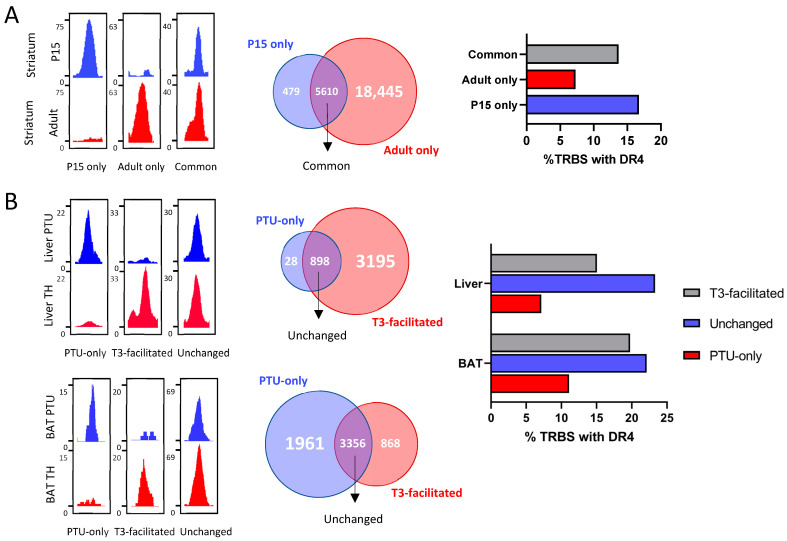
Plasticity of TR during development and T3 treatment. (**A**) *(Left)* Integrative Genome Viewer shots of TRBS categorized as only appearing in P15 striatum, adult striatum or present in both. *(Middle)* Venn diagram of TRBS present on each of the defined categories. *(Right)* Percentage of TRBS that possess a DR4 element. (**B**) (*Left)* Integrative Genome Viewer shots of TRBS categorized as only present in the PTU condition, facilitated by T3 or present independently of T3 status. *(Middle)* Venn diagram of TRBS present on each of the defined categories. *(Right)* Percentage of TRBS that possess a DR4 element. This analysis was carried out for the liver *(top)* and brown adipocytes *(bottom)*.

**Figure 4:**
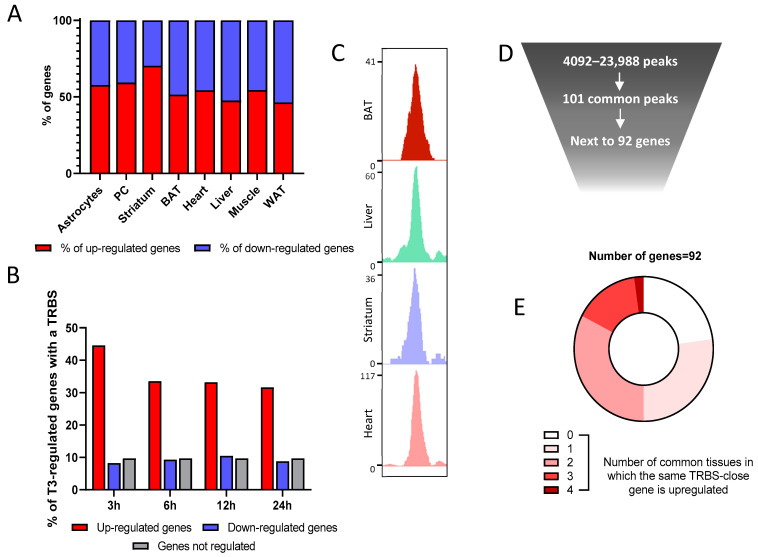
Combined analysis of RNA-seq and ChIP-seq data gives insights into TR mechanisms of action. (**A**) Percentage of genes up- or downregulated by thyroid hormone in the different available tissues. (**B**) Percentage of genes that possess a TRBS within 30 kb of their TSS among genes where the expression in the BAT is either regulated or not by T3 (upregulated in red, downregulated in blue and a set of randomly selected nonregulated genes in grey). (**C**) Integrative Genome Viewer shot of a TRBS shared in the four different available tissues. (**D**) Schematic representation of the rarity of common TRBS. (**E**) Circle diagram of the T3 sensitivity for the 92 genes that are close to the 101 common TRBS. These genes are divided into five categories, decided by in how many of the five tissues their expression is induced by T3.

**Table 1:** Data included in the atlas.

Organ/Cell Type	RNA-Seq Datasets				ChIP-Seq Datasets	
	Publication	Age	Hypothyroidism	Treatment	TR and Publication	Conditions
**Striatum**	Unpublished GSE210976	8 w	-	T3/T4 unique IP injection 20 (T3) and 200 (T4) μg/mL 12 and 24 h	GS-TRα–adult GABAergic neurons Unpublished GSE210975	8 w Euthyroid
					GS-TRα–P15 GABAergic neurons [20] GSE143933	8 w Euthyroid
**Astrocytes** **(in vitro)**	[13] GSE110372	P3	TH-deprived serum for 24 h	T3 culture medium 10 nM 6 and 24 h	-	
**PC cells** **(in vitro)**	[12] GSE68949	E17.5	TH-deprived serum for 24 h	T3 culture medium 10 nM 24 h	-	
**Heart**	[21] GSE124117	8 w	PTU in food (4 weeks)	T3 daily IP injection 1 ug/g of BW Achieved 72 h	GS-TRα Cardiomyocytes [19] GSE125414	P14 Euthyroid
**Skeletal muscle**	[22] GSE146336	Adult	-	T3 daily SC injection 100 nmol/kg BW 7 days	-	
**BAT**	Unpublished GSE201136	8 w	PTU in food (2 weeks)	T3/T4 unique IP injection 20 (T3) and 200 (T4) μg/mL 3, 6, 12 and 24 h	GS-TRα Brown adipocytes Unpublished GSE201136	8 w PTU and PTU + T3/T4
**WAT**	Unpublished GSE210976	8 w	PTU in food (2 weeks)	T3/T4 unique IP injection 20 (T3) and 200 (T4) μg/mL 6 and 24 h	-	
**Liver**	[18] GSE159648	12–14 w	MMI in drinking water (4 weeks)	T3 in drinking water 5 μg/mL 7 days	TRβ1 [15] GSE65947	Adult PTU and PTU + T3
					Biotin-TRβ1 [23] GSE52613	Adult PTU and PTU + T3
					HA-TRβ1 [18] GSE159648	Adult PTU and PTU + T3

PC: primary cerebrocortical, w: weeks, P: postnatal day, E: embryonic day, PTU: propylthiouracil, MMI: methimazole.

## Data Availability

Publicly available datasets were analyzed in this study. They can be found in the Gene Expression Omnibus (GSE210976, GSE210975, GSE143933, GSE110372, GSE68949, GSE124117, GSE125414, GSE146336, GSE201136, GSE159648, GSE65947 and GSE52613).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms231911444/s1.

How the deposited data were processed for this re-analysis (not part of the article)

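RNA-seq counts of the brown adipose tissue (BAT) of 59 male mice in 3 experiments were used. In the first, thyroid hormone (TH) was given to PTU-fed mice, with 20 wild-type (WT) mice over the time course and 10 BATKO mice, of which 5 were PTU-fed controls and 5 were taken 24 h after TH. In the second, 16 BATKO and control (CTRL) mice were kept at 4 °C or 30 °C. In the third, 13 BATKO and CTRL mice received a high-fat diet (HFD) or chow. The paper's text and the sample labels do not describe the genetic change of BATKO mice. Each column of the deposited tables was matched to a mouse by the sample labels, and 0 columns were left unmatched. The libraries had been prepared with a total RNA kit after Trizol extraction. The authors aligned reads with GRCm38 using Bowtie, removed reads with an alignment quality below 10, counted reads per gene with htseqcount, and deposited raw counts without normalization. The paper's text names neither the gene annotation nor the strand setting used for the counting.

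Each table lists 55341 genes by symbol. Of these, 55327 were found in the GENCODE annotation of GRCm38, from which positions and biotypes were taken. The other 14 are symbols that a spreadsheet had turned into dates, and hold 0.0278% of the counts of the TH experiment, 0.0333% of those of the temperature experiment and 0.0469% of those of the diet experiment. The total count per mouse was between 7805938 and 14615534 in the WT mice of the TH experiment (median 12401672) and between 13593987 and 18073627 in the BATKO mice (median 15149005). It was between 8008348 and 12887313 at 4 °C or 30 °C (median 11028479) and between 7612059 and 11533900 in the diet experiment (median 8425167). Genes at or under 3 counts in every mouse of a group were treated as below a floor, and folds against such a group were computed against 3 counts. Log2 fold changes from edgeR were fitted without this floor. This floor covers counting error only. Over the 91 pairs of mice of the same group, the lowest chi-square per degree of freedom of the counts was 8.66 and the median was 26.7, so that no library was a copy of another library of its group. Pairs of mice of different groups were not compared.

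Counts were analysed in R (version 4.3.3) with edgeR (version 4.0.16), limma (version 3.58.1) and DESeq2 (version 1.42.0). The main calls came from edgeR, with TMM normalization, genes with a mean normalized count above 10, the quasi-likelihood test, Benjamini-Hochberg adjustment, a threshold of 0.05, and no threshold for the log2 fold change. The paper used DESeq2 with the same limits on the mean count and the adjusted p-value. WT mice at each time point were compared with WT controls in a fit of the 20 WT mice. The TH response of BATKO mice, and its difference from the WT response as an interaction term, were taken from a fit of all 30 mice. The temperature and diet comparisons were each fitted over all the mice of their experiment. Standard errors of log2 fold changes were derived from the F statistic. No comparison was paired, since groups of the same genotype share no mouse number, and numbers that recur between WT and BATKO mice belong to different mice. Sets of genes were tested with camera of limma on log2 CPM with a prior count of 2 and the correlation between genes estimated. An exact permutation test of the mice of both groups, of the median log2 difference of the set relative to all genes, was added after the results of camera were seen. Presence of a TR binding site (TRBS), as Table S1 lists it, was compared between groups of genes by Fisher's exact test, two-sided.

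The genes named in the text are those that the paper names for the BAT, Ucp1 and Dio2 as known genes of brown fat, and genes picked by rank. The latter are the 2 genes with the largest change in each direction at 3 h and at 24 h in WT mice, and the 2 with the largest difference in each direction between the WT and BATKO responses, among genes past the threshold with a mean normalized count above 50. At 3 h and 24 h, treated and control mice had in addition not to overlap. Elmod2 was named after its values were seen.

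The alternatives tried were DESeq2 in place of edgeR, DESeq2's size factors (RLE) in place of TMM, no filter on the mean count, a mean count above 50, fits of only the groups compared, a fit of all 30 mice of the TH experiment for the WT time course, and each mouse left out in turn. For sets of genes they were the fry test, a prior count of 0.5 and another set. For the TRBS they were sites listed before or after T3 treatment alone.

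The calls were tested on simulated data, with 20 draws and 200 changed genes, taken from those with a mean count above 50. A limit first set on the share of 2-fold changes recovered was not met at a fixed dispersion, and the simulations with estimated dispersions and repeated draws were added after that. With 4 mice against 4 and a dispersion of 0.05, edgeR recovered 74.5% of 2-fold changes, and 5.04% of its calls were false on average. With the dispersions estimated from WT mice, it recovered 92.9% of 2-fold changes and 99.9% of 4-fold changes, with 6.27% and 5.80% of the calls false. With the dispersions of BATKO mice and 5 mice against 5, the shares were 92.5% and 99.8%, with 5.29% and 5.59% false. A 4-fold difference between 2 responses was recovered in 98.0% of the genes, with 4.80% false. For DESeq2, over 4 draws, the share recovered at a dispersion of 0.05 was 78.6%, with 6.68% false. With WT dispersions DESeq2 recovered 95.0% of 2-fold changes with 8.36% false. In camera, a set of 100 raised genes passed the threshold and a set of 100 unchanged genes did not.

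The group of 2 BATKO mice on chow was kept in the diet fit and was not compared, since 2 mice give too few values. Other datasets of the paper, including its ChIP-seq data, were not used here, apart from the TRBS and the calls for heart and astrocytes listed in Table S1 and the DR4 elements listed in Table S2, of which only a part could be read.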

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

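The tests of depth, of batches, of shuffled residuals, of simulated counts and of a correction for GC content were chosen only after the result was seen.

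The counts of the named genes were searched for single mice far from the others of their group, by the gap to the nearest other mouse divided by the range of the group. Of 145 groups of 4 or 5 mice, 14 had such a mouse, where chance gives about 7.25. In PTU-fed WT mice these were 9030619P08Rik (a ratio of 1, with 2.22 normalized counts in mouse B5 and 0 in the others), B3galt2 (0.850, mouse B3) and Pgrmc1 (0.961, mouse B4). At 3 h they were 9030619P08Rik (0.914) and Hcn2 (0.841, 20.5 against 2.95 to 5.74), both in mouse B11. Later they were Ucp1 at 6 h (0.836, mouse B15), Thra at 12 h (0.843, mouse B21) and Acot1 at 24 h (0.937, mouse B27). In PTU-fed BATKO mice, one mouse stood apart for 9030619P08Rik (a ratio of 1) and Gm32468 (a ratio of 1, with 10.1 normalized counts and 0 in the others), and another for Dio2 (0.7998, 381 against 180 to 220). Ucp1 in BATKO mice 24 h after TH (0.776), Dio2 in BATKO mice at 30 °C (0.756, 865 against 66.5 to 261) and Thra in CTRL mice on HFD (0.943, 191 against 91.6 to 97.2) complete the list. The values for 9030619P08Rik in PTU-fed WT mice lie under the floor of 3 counts. No explanation, technical or biological, was tested for these single mice.

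The response to TH at 24 h differed between WT and BATKO mice for 1740 genes in the test of the interaction, 1014 with a higher and 726 with a lower log2 fold change in WT mice. The paper's text gives no TH dose or duration of PTU feeding for BATKO mice. A difference in treatment between WT and BATKO mice therefore cannot be told apart from a difference in their response. For Hr the difference between the log2 fold changes was 4.07 (standard error 0.59, edgeR's adjusted p = 4.59e-05), with a change of 0.50 in BATKO mice. Gm32468 differed by 9.16 (standard error 1.84, edgeR's adjusted p = 0.00150) and 9030619P08Rik by 7.21 (standard error 1.90, edgeR's adjusted p = 0.0119). The WT controls of both genes lay under the floor of 3 counts, which these fits did not use, so the sizes are uncertain. For each of these genes, 1 of the 18 fits that left out one mouse no longer passed the threshold, with edgeR's adjusted p of 0.977 and 0.957. For Car3 the difference was -3.65 (standard error 0.50, edgeR's adjusted p = 2.19e-05), and for Gpat3 it was -3.76 (standard error 0.53, edgeR's adjusted p = 3.86e-05). For Klf9 it was 0.65 and did not pass the threshold (edgeR's adjusted p = 0.103). When the genotype labels were shuffled within the treated and the control mice, in fits of only the groups compared, 3 of 100 groupings gave as many genes as the 1348 of the real one, which is included, and one gave 4418. After the additive effects of genotype and treatment were removed and the residuals shuffled, 1 of 100 groupings, the real one with 1399 genes, gave as many. Lower depth in BATKO mice was not seen, since their median total count was 1.24 times that of the WT mice compared, which were PTU-fed controls and mice at 24 h. With a score of skeletal muscle genes as a covariate, 87.1% of the genes were still called. Across genes, which are not independent replicates, the difference was related to GC content (Spearman's rho 0.325). After a correction for GC content, 1312 of the genes (75.4%) were still called. The median change of the genes upregulated in the heart was, in BATKO mice, 9.08% of that in WT mice, but these genes come from a table ordered partly by the WT response, so that this value cannot rule out a larger spread in BATKO mice.

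Before TH treatment, 9964 genes differed between PTU-fed BATKO and WT mice, 5155 higher and 4809 lower in BATKO mice. Of them, 71 (0.713%) also differed in the same direction between BATKO and CTRL mice at 4 °C or 30 °C. With 287 calls there, the share could not pass 2.88%, so this share says nothing about a difference between sequencing or library batches. BATKO and CTRL mice, not labelled as PTU-fed, differed in 286 genes at 4 °C, 1 at 30 °C and 0 on HFD. In the TH experiment, each BATKO mouse had at least 21517 genes detected, and each WT mouse at most 20257. A batch could give this gap, but these BATKO mice also had higher total counts, so it does not settle the question. The differences between PTU-fed BATKO and WT mice were related to GC content (rho 0.329), and 81.8% of the genes were still called after the correction for it. All WT mice would stand on one side of such a batch and all BATKO mice on the other, so that the differences before TH treatment cannot be told apart from it.

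In CTRL mice, whose response to temperature the paper does not report, 6514 genes differed between 4 °C and 30 °C, 3514 higher and 3000 lower at 4 °C. Ucp1 rose by 4.40 on the log2 scale (standard error 0.52, edgeR's adjusted p = 4.56e-06) and Dio2 by 3.83 (standard error 0.92, edgeR's adjusted p = 0.00253). Of the 35 splits of these 7 mice, 1, the real one, gave as many genes, with 6209 genes in the fit of these mice alone and at most 1 in another split. In BATKO mice, 5340 genes differed between 4 °C and 30 °C, 2836 higher and 2504 lower at 4 °C, and Ucp1 rose by 3.43 on the log2 scale (standard error 0.44, edgeR's adjusted p = 2.22e-05). With the muscle score as a covariate, 98.1% of the genes of the CTRL mice were still called. The relation across genes was weak with transcript length (rho -0.176), and without the mitochondrial genes 6527 genes were called. The technical explanations tested did not account for these genes, which may reflect a response to temperature. This remains a hypothesis, since it was found and tested on the same data.

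At 4 °C, 286 genes differed between BATKO and CTRL mice, 127 higher and 159 lower in BATKO mice. Of the 35 splits of the 7 mice, 1, the real one, gave as many genes, with 61 genes in the fit of these mice alone and at most 39 in another split. With the muscle score, 96.2% of the genes were still called, and the relation with GC content across genes was weak (rho -0.147). The number of genes is unstable under other choices of processing. The genetic change of BATKO mice is not described, and the only biological explanation tested was a change in genes responding to TH, which remains a hypothesis. The sets of genes upregulated and downregulated at 3 h in WT mice did not pass 0.05 (exact permutation test of the mice, two-sided, p = 0.0857 and p = 0.0571), though with camera the latter did. Of the named genes, Slco4a1 was lower in BATKO mice, by 1.77 on the log2 scale (edgeR's adjusted p = 0.0279), and Car3 (2.13, edgeR's adjusted p = 0.0197), B3galt2 (2.90, edgeR's adjusted p = 0.0484), Pik3r1 (1.30, edgeR's adjusted p = 0.0354) and Gpat3 (0.93, edgeR's adjusted p = 0.0382) were higher, each opposite to its response to TH in WT mice. The other genes named for the response to TH and tested at 4 °C, Hr and Klf9 among them, did not pass the threshold. In CTRL mice, Slco4a1 was also higher at 4 °C than at 30 °C, by 2.75 on the log2 scale. Car3 (-3.24), B3galt2 (-2.77) and Pik3r1 (-1.67) were lower at 4 °C, all past the threshold, which Gpat3 (-0.035) did not pass. Apart from Gpat3, a smaller response to cold in BATKO mice could therefore give the same differences. For none of these 5 genes did the difference between the cold responses pass the threshold.

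The response to cold differed between CTRL and BATKO mice for 149 genes, 107 with a higher and 42 with a lower log2 fold change in CTRL mice. When the genotype labels were shuffled within each temperature, 1 of 100 groupings, the real one, gave as many genes, and another gave 144. With the muscle score, 98.7% of the genes were still called. The difference was related to GC content across genes (rho 0.399), and 65.8% of the genes were still called after the correction. GC content therefore could account for a part of these genes and not for all of them.

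In CTRL mice, 509 genes differed between HFD and chow, 245 higher and 264 lower on HFD. Of the 35 splits of the 8 mice, 1, the real one, gave as many genes, with 321 genes in the fit of these mice alone and at most 15 in another split. With the muscle score, 91.4% of the genes were still called. The difference was related to GC content across genes (rho 0.241), and 85.5% of the genes were still called after the correction. A bias with GC content may account for a part of the genes, and a response to the diet remains a hypothesis for the others.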

How the results depend on the processing

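The choices of the main analysis and the alternatives were made before the data were examined, except those for single genes outside the WT time course and for shares of genes with a TRBS other than that at 3 h, which were chosen after seeing the data.

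In the WT time course, the number of genes called at each time point, in each direction, stayed within 1.5 times its main value with DESeq2, RLE size factors, no low-count filter, a mean count above 50, only the groups compared, and all 30 mice. Leaving out one mouse gave 399 to 713 upregulated and 285 to 598 downregulated genes at 3 h, and stayed within that limit later. The share of upregulated genes was 49.4% to 51.2% across the 20 fits that each left out one mouse, and 52.6% with an absolute log2 fold change of at least 1. Where a treated mouse was left out, the calls of the other time points were kept from the main fit. The number of genes whose response differed between WT and BATKO mice stayed within that limit under every alternative run, from 1205 to 2101 across the 18 fits that each left out one mouse. In BATKO mice, 0 or 1 genes responded to TH across the 10 such fits. For genes differing between 4 °C and 30 °C in CTRL mice, all the alternatives run stayed within the limit.

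The other comparisons of genotypes and diets were less stable, and the cause was not tested. With DESeq2, BATKO and CTRL mice differed in 640 genes at 4 °C (209 higher, 431 lower), 8 genes at 30 °C (6 higher, 2 lower) and 9 genes on HFD (5 higher, 4 lower), the cold response in 698 genes (491 higher, 207 lower in CTRL mice), and HFD and chow in 826 genes (428 higher, 398 lower). In fits of only the groups compared, the numbers were 61 at 4 °C (16 higher, 45 lower) and 321 for HFD and chow (133 higher, 188 lower). Without the low-count filter, 1280 genes differed between HFD and chow (646 higher, 634 lower) and 59 between BATKO and CTRL mice on HFD (32 higher, 27 lower). Leaving out one mouse gave 53 to 565 genes at 4 °C, 5 to 907 for the cold response, 166 to 716 for HFD and chow, and 0 to 10 for BATKO and CTRL mice on HFD.

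With all mice, the set of genes upregulated at 3 h was not past the threshold of 0.05 in camera in any comparison of BATKO with CTRL mice. With fry it was, both at 4 °C (a median log2 fold change of -0.22) and at 30 °C (0.16), as was the set upregulated at 24 h at 4 °C (-0.19) with camera. Leaving out one mouse, the median log2 fold change was -0.28 to -0.16 at 4 °C and 0.12 to 0.21 at 30 °C, and 1 of the 7 fits at 4 °C and 1 of the 9 at 30 °C passed the threshold in camera. The cause was not tested.

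Single genes reversed only where their change was not past the threshold. The log2 fold change of Dio2 between HFD and chow was -0.0032 with DESeq2, -0.0019 with RLE size factors, and -0.68 to 0.28 with one mouse left out. Leaving out one mouse gave -0.065 to 0.29 for Ucp1 and -0.38 to 0.18 for Dio2 in BATKO mice 24 h after TH, and -0.15 to 0.27 for Thra between BATKO and CTRL mice on HFD. Among the 896 fits of single genes with one mouse left out, 44 were weaker and 5 stronger. With DESeq2, 2 single-gene results were weaker and 2 stronger, and with RLE size factors 1 was weaker and 1 stronger.

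The planned search for DR4 elements in the genome was not run, since the genome sequence was not at hand. No paired analysis was possible because groups of the same genotype share no mouse number, and numbers that recur between WT and BATKO mice belong to different mice, with no stated pairing. With 4 mice against 4 and the dispersions of WT mice, simulated 2-fold changes were called in 92.9% of the genes. These genes had a mean count above 50, so smaller changes, and changes of genes with lower counts, can have been missed.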

Differences from the paper's values

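The comparisons with the paper's shares of genes with a TRBS were chosen only after the result was seen. Of 37 values of the paper for the BAT that were also computed here, 2 differed by the limits used, which are an error of the value and, for counts and shares, a factor of 1.5. Both are shares of genes with a TRBS. Of 376 comparisons of these values under the alternatives, 14 differed, those of the same shares and otherwise only some with one mouse left out. Genes regulated at one time point or more numbered 6100, against the paper's value of about 5800 in Fig. 1A, read by eye, and 5815 with DESeq2. The share of upregulated genes was 50.8%, against the paper's value of about 51% in Fig. 4A, read by eye.

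In the part of Table S1 that could be read, 1222 genes were in the calls of DESeq2, and with DESeq2, which the paper's methods name, all of them had the paper's call at each of the 4 time points. With edgeR, 1153 of the genes were tested, and 96.5% had the paper's call at 3 h, 97.6% at 6 h, 97.7% at 12 h and 99.0% at 24 h. Of the genes the paper calls upregulated, edgeR called 324 of 359 at 3 h, 592 of 612 at 6 h, 650 of 664 at 12 h and 805 of 807 at 24 h, and none in the opposite direction. Under DESeq2 the others were called upregulated too.

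The paper gives a share of 45% with a TRBS among the genes upregulated at 3 h in the BAT, and of 35% over time. The shares here were 61.7% at 3 h and 51.3% at 24 h, or 61.6% and 51.7% with the calls of DESeq2, over the part of Table S1 that could be read, which is another set of genes than the paper's. With the TRBS listed after T3 treatment alone they were 55.5% and 43.8%. The paper gives less than 10% for downregulated genes, and a similar share for genes insensitive to T3. The paper drew its nonregulated genes at random, while the genes never called here come from a table of genes regulated in some tissue. Here the share was 22.6% for genes downregulated and never upregulated, against the paper's 10%, and 36.4% for genes never called, against the same value of the paper. With the calls of DESeq2 these shares were 23.3% and 35.0%, with the TRBS listed after T3 treatment alone 22.6% and 28.6%, and with those listed before it alone 19.4% and 33.6%. No alternative had been planned for these shares, and none of these, chosen after the values were seen, closed the gap. None of the alternatives changes the genes covered, so none could test that difference.

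The paper gives Thrb a trend opposite to that of Thra over the cell types. In the BAT, Thrb had negative log2 fold changes at 3 h (-0.30) and 6 h (-0.17), as Thra did, and positive ones at 12 h (0.17) and 24 h (0.23), and none passed the threshold.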

Other observations

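The tests of simulated counts and the exact permutation tests of sets of genes were chosen only after the result was seen, and those of the clock genes, the DR4 elements and the regrouped mice were not.

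The paper's text and the sample labels do not say which gene was changed in BATKO mice, so Thra and Thrb were examined in each BATKO and CTRL mouse. Normalized counts of Thra were between 330.4 and 406 in the 5 PTU-fed BATKO mice and between 278 and 352 in the 5 BATKO mice 24 h after TH. At 4 °C they were between 126 and 195 in the 4 BATKO mice and between 158 and 244 in the 3 CTRL mice, and at 30 °C between 187 and 294 in the 5 BATKO mice and between 145 and 239 in the 4 CTRL mice. On HFD they were between 96.3 and 125 in the 3 BATKO mice and between 91.6 and 191 in the 4 CTRL mice, and on chow 105 and 111 in the 2 BATKO mice and between 92.1 and 211 in the 4 CTRL mice. Those of Thrb were between 235 and 391 in PTU-fed BATKO mice and between 277 and 502 after TH. At 4 °C they were between 188 and 260.2 in BATKO mice and between 242 and 298 in CTRL mice, and at 30 °C between 174 and 289.9 in BATKO mice and between 274 and 355 in CTRL mice. On HFD they were between 97.0 and 147 in BATKO mice and between 207 and 282 in CTRL mice, and on chow 161 and 226 in BATKO mice and between 236 and 310.0 in CTRL mice. Neither gene was absent from any BATKO mouse. Thrb was lower in BATKO than in WT mice, with a log2 fold change of -0.60 in PTU-fed mice (standard error 0.14, edgeR's adjusted p = 0.000442) and of -0.56 at 24 h after TH (standard error 0.14, edgeR's adjusted p = 0.000945), where 9964 and 9878 genes differed. Against CTRL mice, it was -0.22 at 4 °C (standard error 0.17, edgeR's adjusted p = 0.558) and -0.45 at 30 °C (standard error 0.15, edgeR's adjusted p = 0.542). On HFD, it was -1.05 (standard error 0.17, edgeR's adjusted p = 0.139), with a lower count in each of the 3 BATKO mice than in any of the 4 CTRL mice. None of the changes of Thrb against CTRL mice passed the threshold, which is adjusted over all the genes tested. Without this adjustment, edgeR's p for Thrb was 0.209 at 4 °C, 0.00716 at 30 °C and 2.16e-05 on HFD. Thrb was examined as a candidate, so a lower level in BATKO than in CTRL mice is not excluded.

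In BATKO mice, 0 genes responded to TH at 24 h, and 673 genes had an unadjusted p-value under 0.05, where chance gives 708.9. A weaker treatment of BATKO mice was not ruled out, since their TH dose is not given. All 100 of 100 regroupings of these mice gave as many genes, which with a count of 0 holds for any regrouping and carries no information, and one gave 138. In counts simulated with the spread between BATKO mice, 92.5% of the 2-fold changes were called, among genes with a mean count above 50. For most of these genes, this spread was not too large for calls of that size. Smaller changes and genes with lower counts were not simulated. In WT mice at 24 h, the median absolute log2 fold change was 0.74 for the upregulated and 0.66 for the downregulated genes. In BATKO mice, Hr had a log2 fold change of 0.50 (standard error 0.39, edgeR's adjusted p = 0.964) and Klf9 of 0.66 (standard error 0.18, edgeR's adjusted p = 0.898). Larger changes in the direction seen in WT mice were those of Slco4a1, by 2.01 (standard error 0.70, edgeR's adjusted p = 0.963), and B3galt2, by -0.9998 (standard error 0.32, edgeR's adjusted p = 0.963). Another was that of 9030619P08Rik, by 1.25 (standard error 1.00, edgeR's adjusted p = 0.969), with means of only 0.67 normalized counts before and 1.71 after TH. None of these changes was called, so responses of single genes can have been missed. Over 784 genes upregulated in the heart in Table S1, the median log2 fold change relative to the other genes was 0.60 in WT mice (camera, p = 0.000354; exact permutation test of the mice, two-sided, p = 0.0286). It was 0.05 in BATKO mice (camera, p = 0.226; exact permutation test, two-sided, p = 0.492) and 0.55 for the difference between the responses. This set was partly chosen on the WT values, so that the difference is not independent evidence.

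In WT mice, 1 of the 35 splits of the 8 mice, the real one, gave as many genes at 3 h, at 6 h, at 12 h and at 24 h, with 1221, 3298, 3162 and 3582 genes in the fits of the groups compared alone, and another split gave at most 3 genes. Of the genes called at 24 h, 89.0% were still called with a score of skeletal muscle genes as a covariate. Without the mitochondrial genes, 4255 genes were called at 24 h. Ucp1 was upregulated at each time point in WT mice, with a log2 fold change of 0.87 at 3 h (standard error 0.21, edgeR's adjusted p = 0.0105) and 1.32 at 12 h (standard error 0.21, edgeR's adjusted p = 7.77e-05). Dio2 rose by 1.84 on the log2 scale at 3 h (standard error 0.53, edgeR's adjusted p = 0.0337) and by 2.14 at 6 h (standard error 0.54, edgeR's adjusted p = 0.00648). It rose by 1.70 at 12 h (standard error 0.53, edgeR's adjusted p = 0.0221), and at 24 h by 1.37 (standard error 0.53, edgeR's adjusted p = 0.0510). At 3 h, 6 of the 8 fits that each left out one mouse no longer passed the threshold for Dio2, with edgeR's adjusted p at most 0.0887. At 6 h all 8 such fits passed it, with edgeR's adjusted p at most 0.0217, and at 12 h 5 of the 8 did not.

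Clock genes were examined because the time of day of the collection is not stated. A score, the mean log2 expression of the output arm of the clock minus that of the positive arm, was -1.88 ± 0.99 (SD, n = 4) in PTU-fed WT mice. It was higher by 2.25 at 3 h (exact permutation test, two-sided, p = 0.0571), by 4.89 at 6 h (exact permutation test, two-sided, p = 0.0286), by 4.76 at 12 h (exact permutation test, two-sided, p = 0.0286) and by 0.74 at 24 h (exact permutation test, two-sided, p = 0.229). The value at 6 h and 12 h is the smallest p that 4 mice against 4 allow. The mice at 6 h and 12 h may have been killed at another time of day than the controls, with those at 24 h at a similar time. This cannot be told apart from an effect of TH on clock genes, and a part of the genes called at 6 h and 12 h could follow the time of day. For the genes called at 3 h, where the score moved the same way without passing 0.05, this was not ruled out.

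A hypothesis tested was that upregulated genes more often have a DR4 element within 30 kb of their start. Distances were not tested. Table S2 could be read up to position 91566358 of chromosome 1. A DR4 element lay within 30 kb of the start of 66 of 73 genes upregulated at one time point or more (90.4%) and of 141 of 175 genes not regulated (80.6%; Fisher's exact test, two-sided, p = 0.0623), which does not pass 0.05. Of the genes upregulated at 3 h, it was 13 of 13 (Fisher's exact test, two-sided, p = 0.130). Since most genes not regulated have such an element, this test has little room to show a difference. The share was 78.3% of 92 genes downregulated and never upregulated (Fisher's exact test, two-sided, p = 0.749).

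At 30 °C, 1 gene differed between BATKO and CTRL mice, and 1209 had an unadjusted p-value under 0.05, where chance gives 663.35. This gene, Elmod2, was named after its values were seen, with a log2 fold change of 1.63 (standard error 0.17, edgeR's adjusted p = 0.000664). Of 100 splits of these 9 mice, 5 gave as many called genes, the real one included, so the count of called genes is within what regrouping gives. The splits say nothing about the excess of unadjusted p-values under 0.05. On HFD, 0 genes differed between BATKO and CTRL mice, with 691 at an unadjusted p-value under 0.05, where chance gives 646.6, and all 35 of 35 splits gave as many, which again carries no information. The genes upregulated at 3 h in WT mice had, in BATKO against CTRL mice, a median log2 fold change relative to other genes of -0.22 at 4 °C (camera, p = 0.0586; exact permutation test of the mice, two-sided, p = 0.0857). It was 0.16 at 30 °C (camera, p = 0.0775; exact permutation test, two-sided, p = 0.0556) and -0.02 on HFD (camera, p = 0.704; exact permutation test, two-sided, p = 0.486). Of the 652 genes of this set tested at these temperatures, 480 were lower in BATKO mice at 4 °C and 153 at 30 °C. The genes downregulated at 3 h had a value of 0.26 at 4 °C (camera, p = 0.0233; exact permutation test, two-sided, p = 0.0571), a set examined after the others.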
